A study of Mus musculus with 6 samples. Its data were reported in "TET3 is a regulator and can be targeted for the intervention of myocardial fibrosis" (2025).

How the data were processed

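The data were 6 CUT&Tag libraries from primary mouse cardiac fibroblasts. CUT&Tag directs a transposase to chromatin through an antibody, so that reads pile up where the antibody's target sits. The labels mark the libraries with a letter, T or S, and the study profiled TAZ and SRF, so the groups are called the T set and the S set here. No label states the antibody, and reading T as TAZ and S as SRF is an inference that these tables do not check. Each set held 3 libraries, 1 per treatment: NC, TGF-b, and TGF-b with an siRNA. TGF-b is a cytokine that turns fibroblasts into matrix-producing myofibroblasts. The labels name the siRNA after TAZ in the T set and after SRF in the S set, whereas the study's text describes siRNA against Piezo2 in these experiments. The target is therefore not stated further, and these libraries, which measure chromatin association and not transcripts, cannot check the knockdown.

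According to the study's methods, the authors mapped reads to GRCm39 with Bowtie2 and called peaks with a tool given as Masc2 (taken to be MACS2), with no versions or settings stated. A DNA spike-in is described and was not used here. They deposited 4 tables, each comparing 2 libraries of a set over the merged peaks of both. The deposited normalized read density is a signal of the form reads plus 1 per kb, which the authors rescaled along a straight line in the mean log2 density so that peaks called in both libraries centre on 0. A change common to all shared peaks is removed by that step, and densities are not scaled to library size. The deposited log2 ratio equals the log2 of the ratio of the 2 densities within rounding. The deposited tables also hold the authors' p-value per region, which carries no adjustment for multiple tests. Per the file headers, each region has a class (called in the first library, the second, or both), the nearest gene, an annotation and the distance to a transcription start site (TSS), the authors' assignment.

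The fold of each region was computed from the 2 densities, as the later library of the design over the earlier one. Each comparison was tested only within its own table, since tables were normalized separately. Undoing the authors' line gave whole reads, within 0.1 of a read, in 99.98% to 99.99% of regions. The density was 0.5 per read, as for a window of 2 kb. Reads of the TGF-b library recovered from its 2 tables were equal in 99.99% of shared regions of either set. These reads gave the depth behind each value. Windows of neighbouring regions overlap, and the total depth of a library was not used here.

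No replicates exist, so no test of a treatment was possible, and counts, medians and shares describe these libraries. The main threshold was 2-fold. Wilson 95% intervals and the 95% rank intervals of medians cover counting error only. The log2 interval of a region comes from the Wilson interval of the share of reads in the later library. Reads of 3 or fewer were taken as the floor, and a fold against such a library is given with its reads set to 3. That fold does not cover counting error. For reversal, regions of the 2 tables of a set were joined by an overlap of 1 bp. Unchanged libraries were simulated 100 times by splitting each region's reads over the 3 libraries in the proportions of the authors' lines, with counting noise alone and with extra spread, leaving out regions with 500 reads or more. That extra spread was the within-pair correlation of a beta-binomial model in regions called in all 3 libraries, and a further simulation, chosen after seeing the data, took it from NC against siRNA in regions called only in the TGF-b library. Genes with a reversed region in both sets were compared by a two-sided Fisher's exact test and by a Mantel-Haenszel odds ratio stratified on the number of regions per gene. Gene lists (myofibroblast markers, SRF targets and YAP/TAZ targets) were scored by the median log2 ratio of their promoter regions, within 3 kb of a TSS, as a percentile among 10000 random lists matched on mean signal in 10 bins. Lists with fewer than 3 genes gave no value.

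The genes named in the text were fixed before the data were examined: the promoter region with the highest mean signal within 3 kb of a TSS, or otherwise the nearest region, for Acta2, Tagln, Postn, Col1a1, Ccn1, Ccn2, Ankrd1, Amotl2, Vcl, Srf, Wwtr1, Tet3 and Piezo2. For each set, the 3 regions with the largest rise in TGF-b over NC were added, among regions past 2-fold, above the median of mean signal and present in the second table. Alternatives fixed before the data were examined were centring on the median, thresholds of 1.5-fold and 4-fold, regions above the median of mean signal, the authors' p-value under 0.05, a pseudocount of 0.1 reads, autosomes, an overlap of 50%, promoter genes only, all regions of a gene and a promoter distance of 1 kb. Alternatives without the authors' line, with equal numbers of called regions, with both of these, and with reads of 3 or fewer set to 3 were chosen after seeing the data.

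Recovery of reads and the binomial test were tested on simulated data. In tables rebuilt with a known line, both read numbers were recovered in 100% of 170874 regions of the T set comparison of TGF-b with NC. Among 200 regions changed 4-fold in that simulated table, an exact binomial test of the reads with Benjamini-Hochberg adjustment called 5.5% when they were drawn from all regions and 89.5% when they had at least 60 reads. With so few changed regions the adjustment is strict, so these shares check the code and do not give the power in the deposited tables. Motif analysis was not done, because the supplied reference was GRCm38 and coordinates of another build were not used here. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.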

Results

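The study profiled chromatin association of TAZ and SRF by CUT&Tag in primary mouse cardiac fibroblasts. The 6 libraries form a T set, taken to be TAZ, and an S set, taken to be SRF, with 3 libraries per set and 1 library per treatment. The sample labels do not state the antibody. The treatments were NC, TGF-b, and TGF-b with an siRNA. There were no replicates, so every difference below is between libraries and was not set against biological spread. Of the T set regions, 127036 were called in the NC library, 53121 in the TGF-b library and 134584 in the siRNA library. Numbers in the S set were 27986, 25891 and 28738. The TGF-b library thus had the fewest called regions in both sets. Depth per region was low. The reads of a region are, here and below, those of its window, taken to be 2 kb. Called regions were narrower, with a median width between 75 bp and 182 bp by library, so most of a window lay outside the peak. Windows of called regions held a median of 10 reads in the NC, 10 in the TGF-b and 7 in the siRNA library of the T set, and a median of 10, 13 and 10 reads in the S set. Regions with over 10 reads numbered 62763, 23970 and 43142 in the T set. They numbered 11953 in NC, 17668 in TGF-b and 14256 in siRNA in the S set, so the TGF-b library ranked highest there by this measure.

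**Figure D1:**
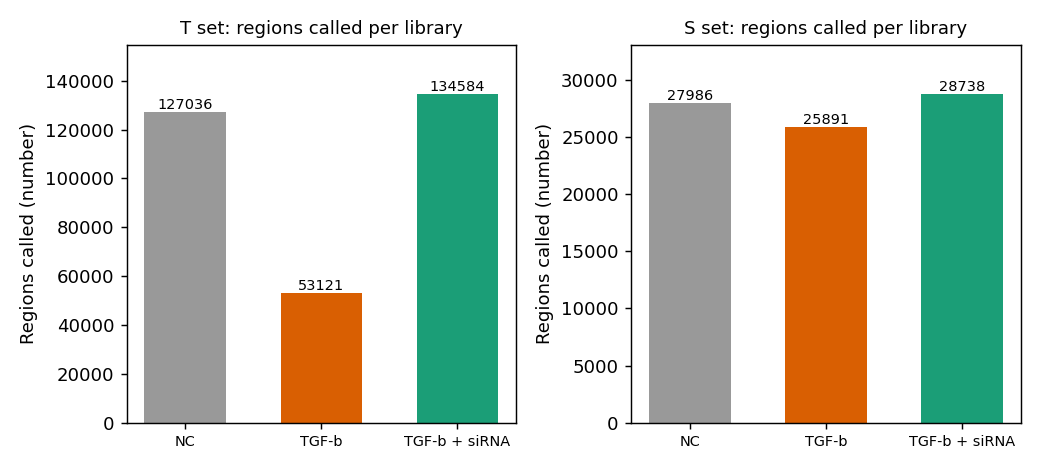
Bars give the number of regions called in each of the 6 libraries, with the T set on the left and the S set on the right, each on its own axis from 0. The TGF-b library had the lowest bar in both sets, 53121 and 25891 regions.

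The first question was whether TGF-b raised the association of each factor with chromatin. In the T set, 170890 regions were compared, and 29631 of them (17.3%, Wilson 95% interval 17.2% to 17.5%) had a normalized read density at least 2-fold higher in TGF-b than in NC. A further 71977 regions (42.1%, 41.9% to 42.4%) were at least 2-fold lower. The median log2 ratio was -0.65 (95% interval -0.67 to -0.65). Higher regions made up 29.2% of those past the threshold, and 49.6% when ratios were centred on the median of all regions. Centring places as many regions above its centre as below. In this and the other comparisons, the centred share is therefore near even largely by construction and does not test the direction. The counts moved most among regions above the median of mean signal, with 9232 higher and 26564 lower. Of 52723 S set regions, 9193 (17.4%, 17.1% to 17.8%) were at least 2-fold higher and 14063 (26.7%, 26.3% to 27.1%) at least 2-fold lower, with a median log2 ratio of -0.20 (-0.22 to -0.18). The S set direction depended on the authors' normalization. Without their line, 17263 regions were higher, 8071 were lower, and the median log2 ratio was 0.36. Centring on the median raised the share of higher regions among those past the threshold from 39.5% to 50.1% in the S set.

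Direction followed the library in which a region had been called. In the T set, regions called only in TGF-b had a median log2 ratio of 1.41 and regions called only in NC a median of -1.27. Regions called in both libraries were centred on 0 by construction. The corresponding S set medians were 0.70 and -1.02. Few regions were called in both libraries, 9267 in the T set and 1154 in the S set. Among the 9239 T set regions of these with fewer than 500 reads, the share at least 2-fold apart was 23.3% against 3.13% when reads were split at random between unchanged libraries. Among the 1116 such S set regions it was 12.01% against 3.94%.

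**Figure D2:**
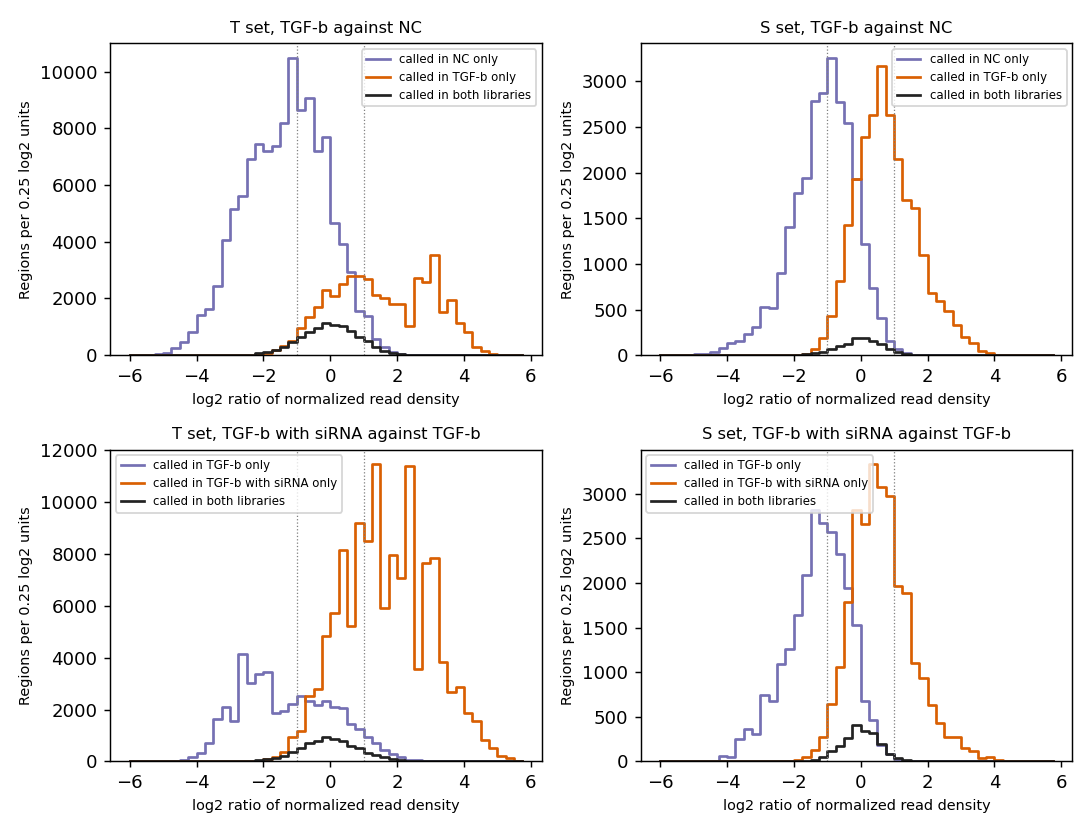
Each panel shows, for 1 comparison, the number of regions per bin of 0.25 on the log2 scale of the normalized read density ratio, as lines for regions called in either library only and in both, with dotted lines at 2-fold. The classes sit on opposite sides of 0, with medians of -1.27 and 1.41 in the T set comparison of TGF-b with NC.

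The second question was whether the siRNA weakened the association seen with TGF-b. In the T set, 89445 of 180118 regions (49.7%, 49.4% to 49.9%) were at least 2-fold higher with siRNA and 29130 (16.2%, 16.003% to 16.344%) at least 2-fold lower, and the median log2 ratio was 0.97 (0.96 to 0.99). Higher regions were 75.4% of those past the threshold, and 50.3% after centring. The sign of this median changed, to -0.22, with equal numbers of regions called in either library only and without the authors' line together. Of 52579 S set regions, 7958 (15.1%, 14.8% to 15.4%) were at least 2-fold higher and 14609 (27.8%, 27.4% to 28.2%) at least 2-fold lower, and the median log2 ratio was -0.21 (-0.21 to -0.19). Their share of higher regions was 35.3%, and 47.3% after centring. A read number of 3 or fewer in at least 1 library was found in 57.9% of T set regions and 26.8% of S set regions of these comparisons, so many folds rest on the floor. With reads of 3 or fewer set to 3, 73794 regions were higher and 14271 lower in the T set. Higher regions were then 83.8% of those past the threshold.

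Reversal was then examined, that is, a rise with TGF-b followed by a fall with siRNA. Of T set regions, 58623 were present in both tables. Of the 27355 regions raised at least 2-fold, 16031 fell at least 2-fold with siRNA, a share of 58.6% (58.0% to 59.2%). Regions that were not raised fell in 37.2% of cases (36.6% to 37.7%). In the S set, 26931 regions were present in both tables, and 5946 of 9108 raised regions fell, a share of 65.3% (64.3% to 66.3%), against 46.0% (45.3% to 46.8%) of regions that were not raised. Both comparisons use the same TGF-b library, which by chance alone makes rises and falls go together. Simulated unchanged libraries with counting noise gave a share of 24.2% in the T set and 17.6% in the S set. With the extra spread of regions called in all 3 libraries, the shares were 34.9% and 35.2%. With the spread found between NC and siRNA in regions called only in TGF-b, they were 53.3% and 33.6%. None of these simulations includes the selection of regions by the peak call. The alternative that moved the share most in the T set was centring on the median, which gave 77.5%, whereas a threshold of 1.5-fold gave 78.4% in the S set.

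**Figure D3:**
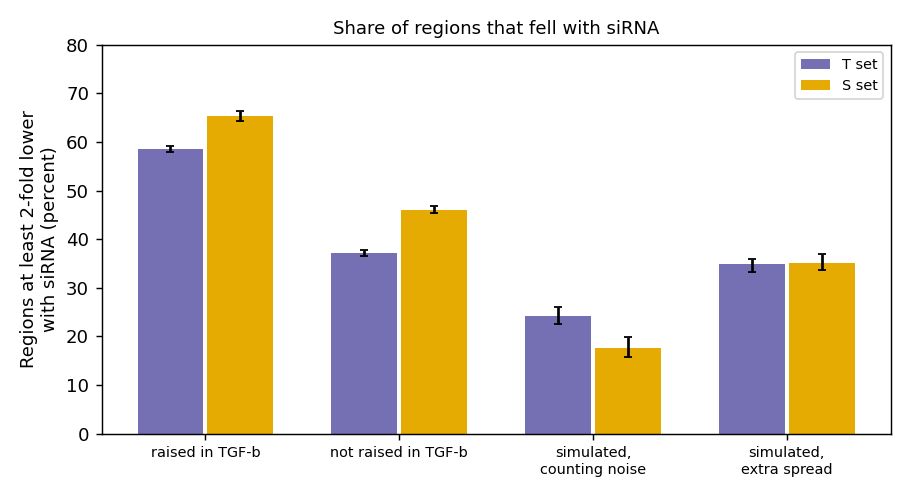
Bars give the percent of regions at least 2-fold lower with siRNA than with TGF-b, for observed regions raised or not raised by TGF-b and for simulated raised regions in unchanged libraries, by set. Error bars are Wilson 95% intervals for observed shares and the range of 100 draws for simulated ones, and observed shares of 58.6% and 65.3% exceed both simulations drawn.

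The study described common and separate targets of the factors, so genes with a reversed region were compared between sets. Of 6872 genes with a region testable in both sets, 1109 had a reversed region in both, 1998 in the T set only and 884 in the S set only. The odds ratio was 1.81 (two-sided Fisher's exact test on these libraries, p = 1.48e-28). Shared genes carried more regions, a median of 4 in the T set and 2 in the S set, against 2 and 1 for all testable genes. Within strata of the number of regions, the Mantel-Haenszel odds ratio was 1.22 (95% interval 1.08 to 1.39). With promoter regions only, 21 genes were shared among 1528, with an odds ratio of 1.95 (two-sided Fisher's exact test, p = 0.0123).

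Promoter regions, by the authors' annotation, were 7.66% of regions in the T set comparison of TGF-b with NC (7.54% to 7.79%). They were 9.14% of higher regions (8.81% to 9.47%) and 4.35% of lower regions (4.21% to 4.51%). The S set shares were 7.20% of all, 9.16% of higher and 3.53% of lower regions. With siRNA against TGF-b, promoters were 7.09% of all, 4.06% of higher and 9.21% of lower regions in the T set. They were 9.79% of all, 9.12% of higher and 4.21% of lower regions in the S set. Regions called in both libraries were promoter regions far more often, from 30.1% in the T set comparison of TGF-b with NC to 51.7% in the S set comparison of siRNA with TGF-b. By distance to a TSS within 1 kb, the shares of all regions were higher, between 9.39% and 13.4%.

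The 3 gene lists stood within the range of random lists at their promoter regions. In the T set comparison of TGF-b with NC, the 8 myofibroblast markers had a median log2 ratio of -0.49, at percentile 8.22 of matched lists. The 14 SRF targets found had a median of 0.26 at percentile 57.4, and the 18 YAP/TAZ targets a median of 0.08 at percentile 45.4. With siRNA against TGF-b in the T set, the medians were -0.39 for 6 myofibroblast markers, -0.04 for 14 SRF targets and -0.34 for 18 YAP/TAZ targets, at percentiles 23.4, 59.1 and 11.1. These list medians did not change with reads of 3 or fewer set to 3. Only 2 myofibroblast markers had a promoter region in either S set table, and no value was computed at promoters. For TGF-b against NC in the S set, 3 SRF targets lay at percentile 68.8 and 5 YAP/TAZ targets at percentile 20.9. For siRNA against TGF-b, 6 SRF targets lay at percentile 93.4 and 8 YAP/TAZ targets at percentile 76.0. Scored over all regions annotated to a gene, 15 SRF targets fell at percentile 0.25 in the T set comparison of siRNA with TGF-b, where 14 had been at percentile 59.1 by promoter.

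All 13 preselected genes had a region in both T set tables. For TGF-b against NC, the 95% interval of the log2 ratio lay above 0 for 4 genes, below 0 for 4 and included 0 for 5. At Vcl (ENSMUSG00000021823), the promoter region at chromosome 14, 20979024 to 20979503 (GRCm39) held 31 reads in NC, 76 in TGF-b and 36 in siRNA. Its normalized read density was 16.2 in NC and 38.1 in TGF-b, a log2 ratio of 1.24 (0.67 to 1.86), and the ratio of siRNA to TGF-b was -0.57 (-1.16 to -0.03). In the S set, a Vcl promoter region at 20979081 to 20979377 held 13, 29 and 20 reads, with log2 ratios of 0.55 (-0.32 to 1.53) and -0.47 (-1.30 to 0.32). Both intervals included 0. For TGF-b against NC this rests on the authors' line, which lowered the ratio (intercept -0.640), and not on depth alone. At Acta2 (ENSMUSG00000035783), a 5' UTR region on chromosome 19, 34232681 to 34232803, had 35 reads in NC, 36 in TGF-b and 8 in siRNA, with log2 ratios of 0.04 (-0.62 to 0.71) and -1.57 (-2.78 to -0.62). A peak was called there in NC and in siRNA but not in TGF-b, so the calls do not go with this fall in reads. At Ccn2 (ENSMUSG00000019997), an exon region on chromosome 10, 24471483 to 24471791, was the deepest of the named regions with 150, 115 and 54 reads. Its log2 ratios were -0.50 (-0.85 to -0.15) and -0.59 (-1.07 to -0.14). The fall at Ccn2 with TGF-b turned into a log2 ratio of 0.15 when ratios were centred. At Ankrd1 (ENSMUSG00000024803), a promoter region on chromosome 19, 36097169 to 36097564, had 52 reads in NC, 25 in TGF-b and 32 in siRNA, a log2 ratio of -1.03 (-1.74 to -0.38) followed by 0.82 (0.08 to 1.58), the latter -0.15 after centring. At Wwtr1 (ENSMUSG00000027803), which encodes TAZ, a promoter region on chromosome 3, 57483187 to 57483491, held 41, 65 and 25 reads, with log2 ratios of 0.62 (0.07 to 1.19) and -0.86 (-1.56 to -0.24). For Tagln, Postn, Col1a1, Ccn1, Srf, Tet3 and Piezo2, the region chosen by the rule differed between the 2 T set tables, so their ratios do not follow 1 region. For Piezo2 (ENSMUSG00000041482), the region for TGF-b against NC lay in an intron on chromosome 18, 63165817 to 63165886, and held 8 and 5 reads. For siRNA against TGF-b in the T set, the interval lay above 0 for 5 genes, below 0 for 6 and included 0 for 2. Of the 13 genes, 6 had a region in the S set table of TGF-b with NC, with the interval below 0 for 3 and including 0 for 3. Those below 0 were Postn (exon, 5 and 0 reads), Col1a1 (intron, 11 and 6 reads) and Piezo2 (intron, 12 and 7 reads), none annotated as a promoter. The authors' line lowered these ratios (intercept -0.640). The upper limits of -0.07 for Col1a1 and -0.05 for Piezo2 are smaller than that shift, so they rest on it. In the S set table of siRNA with TGF-b, 8 genes had a region. The interval lay above 0 for Acta2 (7 reads in TGF-b and 17 with siRNA, log2 ratio 1.26, 0.14 to 2.60) and Postn (4 and 13 reads, 1.60, 0.27 to 3.36). It lay below 0 for Piezo2 (20 and 4 reads, -1.97, -3.70 to -0.74) and included 0 for 5. The S set rise at Acta2 was opposite to the T set fall, at a neighbouring region and at lower depth.

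Among regions above the median of mean signal and present in the second table, the largest rises with TGF-b in the T set were at a 5' UTR region of Lamtor4 (ENSMUSG00000050552; chromosome 5, 138253787 to 138254172), with 1 read in NC, 45 in TGF-b and 14 in siRNA. Its rise was 12.5-fold with NC set to the floor, with a log2 interval of 3.09 to 8.14, and the density fell by 1.14 on the log2 scale with siRNA. Promoter regions of Ndufb5 (ENSMUSG00000027673; chromosome 3, 32791004 to 32791376) and Amot (ENSMUSG00000041688; chromosome X, 144288187 to 144288317) each had 1 read in NC and 44 in TGF-b, and 20 and 21 reads in siRNA. Both rose 12.2-fold with NC set to the floor, and the log2 interval of either was 3.06 to 8.11. Under the same limits in the S set, a 5' UTR region of Chordc1 (ENSMUSG00000001774; chromosome 9, 18203262 to 18203644) had 2, 37 and 41 reads. The rise was 6.38-fold with NC set to the floor, with a log2 interval of 1.72 to 5.54. The density did not fall with siRNA (log2 ratio 0.16). A Dgat1 promoter region (ENSMUSG00000022555; chromosome 15, 76396119 to 76396299) had 3, 48 and 30 reads. A Hmx3 promoter region (ENSMUSG00000040148; chromosome 7, 131143750 to 131143982) had 3, 48 and 12 reads, and fell by 1.87 on the log2 scale. The Dgat1 and Hmx3 regions both rose 8.28-fold, with NC at the floor and a log2 interval of 1.84 to 5.03 for either. These 6 regions were picked for the largest rise, which favours regions where chance added to the difference.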

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

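The tests of this part were chosen after the result was seen. The median log2 ratio of siRNA with TGF-b over TGF-b was 0.97 in the T set and -0.21 in the S set, opposite in sign under the same contrast. The medians cover different regions. Over the 8343 regions of the 2 sets that overlap, the signs were swapped, with medians of -0.11 in the T set and 0.13 in the S set. The difference between the sets was not tested, since each set has 1 library per treatment. Technical explanations were examined alone and together. If uneven numbers of called regions were the whole cause, the T set median would not stay above 0 once regions called in either library alone were drawn in equal numbers. It stayed above 0 at 0.23 while the S set median was -0.28, so uneven numbers alone do not account for the opposite sign. If the authors' normalization line alone were the cause, the medians would share a sign without it. They did not, at 0.51 in the T set and -0.29 in the S set. With equal numbers and without the line together, the medians were -0.22 in the T set and -0.36 in the S set, both below 0. The opposite sign may thus come from these choices of processing. Ratios without the line also carry any difference in sequencing depth, which is unknown, so this value does not show which direction is the true one. A different target of the siRNA in each set, as the labels have it, a different antibody, and a chance difference of a library stay open and were not tested.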

How the results depend on the processing

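Alternatives without the authors' line, with equal numbers of called regions, with both of these together and with reads of 3 or fewer set to 3 were chosen after the results were seen. All comparisons below are in the order T set TGF-b against NC, S set TGF-b against NC, T set siRNA against TGF-b, and S set siRNA against TGF-b. The median log2 ratio kept its sign in the upper part of mean signal, for regions with a p-value under 0.05 in the authors' deposited table, with a pseudocount of 0.1 reads, on autosomes, with reads of 3 or fewer set to 3, and with equal numbers of called regions. Centring sets it to 0 by construction, and thresholds do not enter it. Without the authors' line the medians were -0.78, 0.36, 0.51 and -0.29, so the S set median of TGF-b against NC changed sign. Undoing the line itself causes that change, as its intercept of -0.640 there was the largest in size. In that comparison 17263 regions were then higher and 8071 lower. With equal numbers of called regions and without the line together, the medians were -0.15, 0.415, -0.222 and -0.363, so the T set median with siRNA changed sign as well. Each of the 2 steps alone had lowered that median. Higher and lower regions then numbered 27184 and 31400, 17194 and 7433, 27902 and 35477, and 6898 and 16464, so most T set regions past the threshold were lower with siRNA.

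With equal numbers of regions called in either library only, the medians were -0.0487, -0.16, 0.23 and -0.28. The smaller T set values follow from the balanced draw, which left 28107 regions higher and 28224 lower in TGF-b than in NC, and 34366 higher and 28122 lower with siRNA. In the upper part of mean signal they were -0.44, -0.18, 0.67 and -0.16, for regions with a p-value under 0.05 in the authors' deposited table -1.61, -1.27, 2.12 and -1.27, and with a pseudocount of 0.1 reads -0.77, -0.18, 1.03 and -0.23. With reads of 3 or fewer set to 3, the T set medians were -0.39 and 0.76. In that setting 73794 T set regions were higher and 14271 lower with siRNA. On autosomes the T set median with siRNA was 0.95. The cause of the changes not explained here was not tested.

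Counts moved with the number of regions kept. Higher and lower regions at 4-fold numbered 17666 and 36607, 2474 and 4318, 52381 and 17276, and 1992 and 4833. At 1.5-fold they numbered 38488 and 88556, 14237 and 20125, 106758 and 36043, and 13314 and 20323. In the upper part of mean signal the counts were 9232 and 26564, 2533 and 4715, 37003 and 8434, and 2231 and 4611. Among regions at least 2-fold apart with a p-value under 0.05 in the authors' deposited table they were 15413 and 38260, 4478 and 8107, 47257 and 11224, and 4065 and 8173. Centring by construction brought the T set counts close together, 45675 and 46466 for TGF-b and 52601 and 52065 for siRNA.

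Promoter shares within 1 kb of a TSS were 10.2%, 9.97%, 9.39% and 13.4%, a different definition of the same regions. The reversal share was 65.1% in the T set and 78.4% in the S set at 1.5-fold, 77.5% and 54.0% after centring, and 50.5% and 59.7% in the upper part of mean signal, and the cause was not tested. An overlap of 50% gave the main shares, because joined regions have identical coordinates. Over all regions of a gene, the T set percentiles for TGF-b were 27.9 for myofibroblast markers, 66.5 for SRF targets and 7.99 for YAP/TAZ targets, and with siRNA 27.6, 0.25 and 28.9. S set percentiles of SRF and YAP/TAZ targets were 94.9 and 50.8 for TGF-b and 95.9 and 77.1 with siRNA, where intronic and other regions enter. Only in this setting did 3 myofibroblast markers have a region for siRNA against TGF-b in the S set, with a median log2 ratio of 1.26 at percentile 95.9. Centring cannot change a percentile of a list.

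Single genes were examined only with a pseudocount of 0.1 reads and with centring, and not without the authors' line. Of 80 alternatives for single genes, 66 kept the sign and stayed inside the 95% interval of the main value, which is wide at this depth and open on 1 side where a library had 0 reads. These include every value with the pseudocount, which could move a ratio little. A further 10 kept the sign outside that interval, and 4 reversed the sign, all of them with centring. The reversals came from centring, which shifts every ratio of a table by 1 value: Ccn2 to 0.15 and Piezo2 to 0.21 for TGF-b in the T set, Ankrd1 to -0.15 with siRNA in the T set, and Srf to 0.0465 with siRNA in the S set. Leaving out a library was not possible with 1 per group. Depth also limits single regions, as a library had 3 or fewer reads in 49.3%, 27.5%, 57.9% and 26.8% of regions.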

Other observations

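Of the tests in this part, those of regions called in both libraries, of NC against siRNA, of windows with 0 reads, of the signal trend between sets and of reads at shared regions were chosen after the results were seen, and the windows of the parity test, the strata of the gene test and the reading of the reversal simulations were changed after their values were seen. In the T set, the regions called only in TGF-b tended to hold either no reads or several in the other libraries. Over 40621 such regions present in both tables, the NC library averaged 5.69 reads, yet 29.9% held 0 reads and 8.92% held 1 read, where reads falling at random would leave 0.3396% at 0. In the siRNA library 39.3% held 0 and 10.1% held 1 read. Over 23383 S set regions with a mean of 5.76 reads in NC, 5.99% held 0 and 8.65% held 1. If the empty windows came from a signal that varies between regions alike in all libraries, 0 reads in NC and in siRNA would fall on the same regions in 26.1% of T set regions. They did so in 14.96% (14.6% to 15.3%), nearer to the 11.8% of independent libraries. Of S set regions, 1.17% were empty in both libraries, against 1.92% predicted and 0.380% under independence. Shared variation therefore does not account for all of the empty windows. A candidate explanation is that reads come in clumps private to a library, such as amplified copies of few molecules. That was not tested, as reads were not used here. On chromosome X, where 917 T set regions lay, 32.3% (29.3% to 35.4%) were empty in both libraries, against 14.6% on autosomes.

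This bears on the size of chance differences. In the same regions, whose calls rest on the TGF-b library alone, NC and siRNA were at least 2-fold apart from their pooled ratio in 58.0% of T set regions, where binomial splits of the reads gave 22.4%. The S set share was 37.8% against 21.9%. Counting noise alone is thus excluded for these regions, and biological differences between NC and siRNA stay open beside clumped reads. Over all regions of a table, binomial splits left at most 19.2% of regions at least 2-fold apart, far below the shares observed. With the extra spread of regions called in both libraries, TGF-b against NC gave 29.9% in the T set and 32.1% in the S set. The observed shares were 59.5% and 44.1%. For siRNA against TGF-b the simulated shares were 30.7% and 18.3%, against 65.8% and 43.0% observed. However, regions entered the tables because 1 library had a peak there, and that selection was not simulated. Where both libraries had a peak, so that neither was picked alone, and fewer than 500 reads together, binomial splits gave 3.13% and 3.94% for TGF-b against NC in the T and S sets, and 4.63% and 2.63% for siRNA against TGF-b. The observed shares were 23.3%, 12.01%, 24.4% and 7.06%, so spread beyond counting noise was present there too. Counting both mates of a pair would make even read numbers more common than odd ones. Even numbers made up at most 50.1% of called regions in any library, averaged over windows of 8 to 59 and 9 to 60 reads, which argues against it. The window of 8 to 59 reads alone gave up to 53.6% even numbers, and that of 9 to 60 at most 47.4%, since each starts on the commoner kind of a falling distribution.

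For reversal, the shared TGF-b library with counting noise alone gave 24.2% in the T set and 17.6% in the S set, below the observed 58.6% and 65.3%. With extra spread taken from strong regions the shares were 34.9% and 35.2%, and with that between NC and siRNA in weak regions 53.3% and 33.6%. The spread of the TGF-b library itself cannot be measured without a replicate, and the peak call picks regions where it is high, so chance with selection and a true reversal cannot be told apart in either set. A reversal by the siRNA and a TGF-b library that stands apart from both others predict the same pattern.

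For the genes with a reversed region in both sets, the number of regions per gene was examined as a cause. The odds ratio fell from 1.81 to 1.22 within strata of that number, with an interval of 1.08 to 1.39 that stays above 1. Region number thus may account for most of the excess and not for all of it. Signal strength of the genes was not examined and stays open.

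The sets share no library, so a change common to both TGF-b libraries predicts ratios that go together in overlapping regions. Across 6653 overlapping regions outside the mitochondrial genome, Spearman's rho of the log2 ratios of TGF-b over NC was 0.21 and Pearson's r 0.17, and 60.1% of regions had the same sign. Regions are not independent replicates, and the largest absolute rho of 200 shuffles was 0.04. A trend of the ratio with signal or with promoter annotation was examined as a technical cause. Within strata of both, the rank correlation was 0.18, so such a trend does not account for it. A response to TGF-b seen in both sets would give such a value, and so would a difference in cell preparation. The log2 ratios of siRNA over TGF-b did not go together, with a Spearman's rho of -0.0530 across 8343 regions, which argues against a change common to both siRNA libraries. For these regions it also argues against a difference private to both TGF-b libraries, which would enter these ratios too. A difference in cell preparation between the NC libraries and the others would not enter them and stays open.

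The T set library with the fewest called regions was not the one with the fewest reads at shared regions. Over the 7561 regions called in both TGF-b and siRNA with fewer than 500 reads, the siRNA library had a mean of 23.1 reads and the TGF-b library 32.3, a ratio of 0.716, although 134584 regions were called with siRNA and 53121 with TGF-b. Fewer reads at shared regions therefore do not explain the lower number of calls. The called regions were also wider in TGF-b, with a median of 157 bp against 83 bp in NC and 75 bp with siRNA, and in the S set 182 bp against 88 bp and 93 bp. The mitochondrial genome took many reads. Its deepest window held 381580 reads in NC, 805168 in TGF-b and 393069 with siRNA in the T set, 2.11 times as many in TGF-b as in NC, while in the S set the ratio was 1.22. No explanation, biological or technical, was tested for these widths and mitochondrial reads.

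In the authors' deposited table of TGF-b against NC in the T set, 61293 regions had a p-value under 0.05, with a highest value of 0.1875. The value equalled a binomial point probability, divided by 2, of the rounded densities in 92.7% of its regions. Such a value falls with density even where the libraries do not differ. Of 131 regions with a mean log2 density of at least 5 and a fold within 1.1, 131 had a deposited p-value under 0.05 in the authors' deposited table. A two-sided exact binomial test of the recovered reads with Benjamini-Hochberg adjustment passed 0.05 in 43010 regions, 13482 higher and 29528 lower in TGF-b. In the S set, unadjusted, the exact test passed 0.05 in 12868 regions, against 14319 in the authors' deposited table. After the same adjustment of both, the counts were 3365 for the exact test and 103 for the p-value of the authors' deposited table. In the T set they were 64571 against 61293 unadjusted, and 43010 against 6412 adjusted. Both tests compare these libraries, not the conditions, and treat reads as independent.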
